A study of Mus musculus with 477 samples. Its data were reported in "Dissecting the heterogeneity and tumorigenesis of BRCA1 deficient mammary tumors via single cell RNA sequencing" (2021).

How the data were processed

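Single cells were captured on Fluidigm C1 chips, a microfluidic system that isolates 1 cell per chamber and makes full-length cDNA from it. Mammary luminal cells had been sorted from virgin mice and from mice at day 12.5 of pregnancy, and tumor cells from mammary tumors. Luminal cells came from *Brca1* mutant mice (Br), *Trp53* heterozygous mutant mice (53) and double mutant mice (Br53), in which MMTV-Cre deletes the floxed alleles. The prefixes v and p stand for virgin and pregnant, L for luminal and T for tumor. The labels placed 477 cells in 10 groups from 11 mice: 7 luminal mice (3 virgin, 4 pregnant) and 4 tumor mice. The group pBrL held 2 mice, called pBrL-1 and pBrL-2 here, and every other group held 1.

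The authors filtered the reads with sickle, trimmed them with trim_galore, aligned them to the mouse genome mm10 with STAR and counted reads per gene with subread. The deposited values are raw counts of reads per gene and cell, with no molecular identifiers, so PCR copies of 1 molecule are counted separately. The gene annotation, the use of strand and any filter on genes or cells before deposit were not stated. The table held 21004 genes, of which 1401 had no read in any cell. It held 0 mitochondrial genes, so the share of mitochondrial reads was not analysed here. No cell had the same values as another. The authors inspected the capture sites for doublets under a microscope, and doublets were not called again here.

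The mouse was the replicate. Counts were summed over the cells of each mouse and tested with edgeR 4.0.16 (quasi-likelihood test, filterByExpr, TMM factors) in R 4.3.3. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Tumors were compared with the 5 *Brca1*-deficient luminal mice without covariates. The 7 luminal mice were fitted with stage and genotype together. The Br53 tumors were compared with the Br tumors, and an interaction term asked whether the tumor effect differed with the *Trp53* genotype. Values per mouse are CPM, the summed counts scaled to a common total. With 1 mouse in most groups, no test was made between single tumors.

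Gene lists were compared as log2 of the summed CPM plus a pseudocount of 1 CPM, by exact permutation over mice, two-sided on the absolute difference in means. Spearman correlations between mice used log2(CPM + 1) over 13234 genes kept by the low-count filter, and the same kind of permutation. Chromosome shifts used 12738 of these genes on autosomes. For each mouse, the log2 ratio to the mean of the luminal mice was taken (the other luminal mice for a luminal mouse). Its median over genes was subtracted, the rest was averaged per autosome, and the SD over the 19 autosomes was compared. The reference was not rebuilt when labels were permuted. Positions came from GENCODE vM21 on GRCm38, the assembly also named mm10. Of the 21004 symbols, 20885 (99.4%) matched that annotation. Whether the authors counted on the same annotation release is unknown. Cells were clustered with Seurat 5.3.0 (log normalisation, 2000 variable genes, 10 principal components, resolution 0.7). Shares of cells with a read were taken after thinning each cell to 100000 reads, which excluded 0 cells, with exact 95% binomial intervals. Intervals, and the floor of 3 reads over a group that stands in for a count of 0, cover counting error only.

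Genes named for an edgeR comparison were those called, with no overlap in CPM between the arms and a mean of at least 10 CPM in the higher arm, the 5 with the largest fold change in each direction, leaving out gene models. Genes of the fixed lists could also be named. The gene called in the interaction is not reported here. The lists covered proliferation, milk and lipid genes, milk proteins, interferon and immune genes, p53 targets, immediate early genes, genes knocked out in the study (screened list), genes the study discussed, and markers of luminal, basal, mesenchymal, fibroblast, endothelial, immune and red cells. The main designs, these lists and the naming rule were fixed before the data were examined. A list of 9 hormone-sensing genes and a list of 4 MHC class II genes were written later, after values of their genes had been seen. The level of 100 CPM and the share of 50% of cells used to count lineage markers were also set after the values were seen.

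The alternatives were RLE size factors, DESeq2 1.42.0, no low-count filter, only cells with at least 2000 detected genes, 30 cells drawn per mouse, the mean CPM over cells with limma 3.58.1, other covariates and luminal arms, other clustering settings, and leaving out each mouse. Scaling by library size alone was added after seeing the data. For the tumor comparison, 60 of 126 splits of the 9 mice were fitted with edgeR, and for pregnancy 34 of 35 splits of the 7 mice, since 1 could not be estimated. DESeq2 was refitted on 10 other splits of each comparison, drawn from those with 2 tumors in the arm of 4 and from those with fewer than 4 pregnant mice in the arm of 4.

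The edgeR step was tested on simulated counts with known 8-fold changes. It recovered 31.4% of the changed genes for tumor against luminal on 12618 genes, 36.1% for pregnancy on 12308, and 19.5% for Br53 against 53. The share was 32.3% for Br against 53 and 24.6% for Br53 against Br. It was 0% for Br53 against Br tumors and 0% for the interaction, so a count of 0 in those comparisons says little. A simulated 2-fold shift of 1 autosome and of the proliferation list in the tumors was recovered with the smallest p that 330 splits gave here (0.00303 each, 13234 genes). Without a shift the p-values were 0.879 and 0.539. All 11 simulated mice came from 1 luminal profile with independent noise per gene. Real proliferation sums ranged from 43.9 to 2064 CPM in luminal mice, so this does not show what the tests would find in real mice. Cells simulated from the 11 mouse profiles formed 11 clusters that followed the mouse. Cells simulated from 1 profile still formed 3 clusters, so the number of clusters is no count of cell types. Other tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9.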

Results

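In total, 165 tumor cells from 4 mice and 312 luminal cells from 7 mice were analysed. The luminal cells came from vBrL (35 cells), pBrL-1 (71), pBrL-2 (38), vBr53L (39), pBr53L (53), v53L (40) and p53L (36). The tumor cells came from BrT1 (47), BrT2 (37), Br53T1 (30) and Br53T2 (51). Reads per cell ranged from 170209 to 3550564, and detected genes per cell from 1853 to 8586. Summed over cells, the depth per mouse was 40.3 M reads in v53L, 45.8 in p53L, 49.9 in BrT2, 54.9 in Br53T1, 68 in vBr53L and 69.3 in vBrL. It was 77 M in pBrL-2, 90.6 in BrT1, 90.8 in Br53T2, 101 in pBr53L and 116 in pBrL-1. Caseins took 3.48% to 17.4% of the reads in luminal mice and at most 0.379% in tumors. The cells were loaded on 8 chips. Only SC6 held both a tumor (Br53T2) and luminal cells (pBrL-2), and only SC7 and SC9 held both virgin and pregnant cells. Luminal genotype and chip could therefore not be told apart.

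The targeted genes were examined first. *Brca1* (chromosome 11, 101488764 to 101551955) had 4.24 CPM in vBrL, 2.03 in pBrL-1, 31.8 in pBrL-2, 29.9 in vBr53L and 31.5 in pBr53L. In the luminal cells with wild type *Brca1* it had 6.99 CPM in v53L and 5.21 in p53L. In tumors it had 57.2 CPM in BrT1, 1.70 in BrT2, 25.6 in Br53T1 and 21.7 in Br53T2. The *Brca1* level thus did not separate deficient from wild type mice. Counts per gene include reads from any exon outside the deleted ones, so they do not measure the intact transcript. *Trp53* (chromosome 11, 69580359 to 69591873) ranged from 92.5 to 515 CPM in luminal mice. In tumors it had 5.05 CPM in BrT1, 49.8 in BrT2, 67.2 in Br53T1 and 140 in Br53T2. The tumor against *Brca1*-deficient luminal difference of *Trp53* was -2.25 ± 0.79 (log2, SE), with an edgeR adjusted p of 0.231.

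To ask how cells of the different mice relate, all cells were clustered. This gave 9 clusters, with an adjusted Rand index of 0.428 between cluster and mouse. Over the tumor cells alone the index was 0.914, and over the luminal cells alone it was 0.227. All 47 BrT1 cells were in cluster 5, all 37 BrT2 cells in cluster 6, 29 of 30 Br53T1 cells in cluster 8 and 42 of 51 Br53T2 cells in cluster 4. Cluster 1 held 112 luminal cells, of which 5 were from a virgin mouse (vBrL). Cluster 2 held 80 cells, with 29 from vBr53L, 18 from v53L and 15 from vBrL. Cluster 9 held 22 v53L cells among 25, and cluster 7 held 25 pBr53L cells among 30. Clusters 5, 6 and 8 contained cells of 1 mouse only. With 4000 variable genes there were 7 clusters and the index with mouse was 0.352. BrT1, BrT2 and Br53T1 each had a chip of their own, so tumor and chip cannot be told apart for these 3. Br53T2 shared chip SC6 with pBrL-2, which had 1 of its 38 cells in cluster 4.

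The expression profiles were then correlated between mice, to see whether tumors differed from each other more than luminal samples did. The mean Spearman correlation was 0.759 over the 6 tumor pairs (SD 0.0301) and 0.832 over the 21 luminal pairs (SD 0.0431). The difference of -0.0725 was within what other splits of the 11 mice gave (exact permutation p = 0.136, two-sided, 330 splits). It was -0.129 over genes with a mean of at least 10 CPM, where the exact permutation p was 0.0758. Leaving out v53L gave -0.0941 and an exact permutation p of 0.0476. Pairs of a tumor and a luminal mouse correlated at 0.739, so the other splits carry the difference between the tissues. These p-values therefore do not isolate how much tumors differ from each other. Among luminal mice, pairs of the same stage and different genotype correlated at 0.852, and pairs of the same genotype and different stage at 0.821. This difference of 0.0311 did not exceed other assignments of stage (exact permutation p = 0.147, 34 splits). The 2 pairs that shared a chip but not the stage correlated at 0.803, and the 9 pairs that shared the stage but not the chip at 0.857. Pregnant mice correlated with each other at 0.886 and virgin mice at 0.801.

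Chromosome shifts were examined because copy number changes move the expression of many neighbouring genes together. The SD over autosomes was 0.262 in BrT1, 0.268 in BrT2, 0.313 in Br53T1 and 0.108 in Br53T2. In luminal mice it ranged from 0.0326 in pBr53L to 0.108 in vBrL. The mean difference between tumor and luminal mice was 0.175 (exact permutation p = 0.00606, two-sided, 330 splits). The luminal mice stayed the reference in every split, so tumors could score higher through any difference between the tissues. The p-value therefore does not test for copy number changes alone. The difference stayed between 0.150 and 0.219 when any mouse was left out, with exact permutation p-values up to 0.0167. Br53T2 and vBrL had almost the same value, so the tumor arm does not lie wholly above the luminal arm. The largest shifts were -0.53 on chromosome 7 in BrT1, 0.50 on chromosome 6 in BrT2 and 0.47 on chromosome 16 in Br53T1. Chromosome 4 was lower in BrT1 (-0.27), BrT2 (-0.43) and Br53T1 (-0.32). Chromosome 8 was higher in the same tumors, by 0.37, 0.28 and 0.36. Br53T2 had 0.16 on chromosome 4 and 0.19 on chromosome 8. Most of its autosomes lay above 0 (from -0.06 to 0.34), so these values do not stand out.

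**Figure D1:**
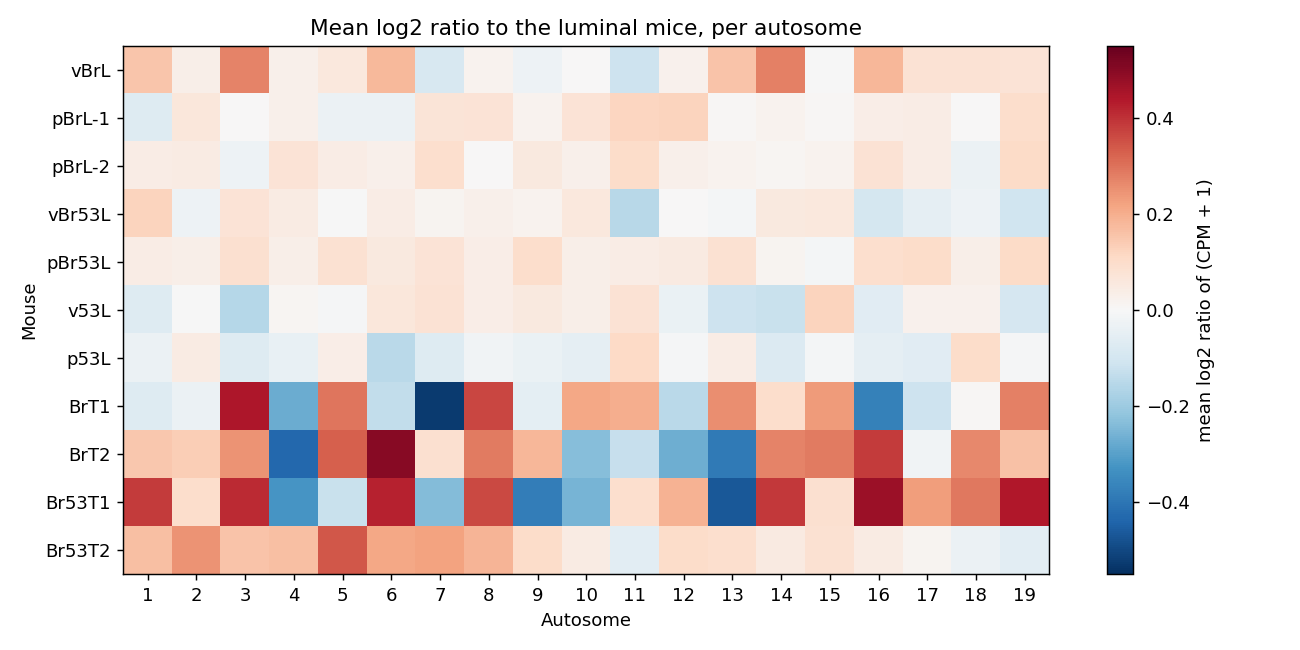
Mean log2 ratio of expression to the luminal mice for each autosome (horizontal axis) and mouse (vertical axis). The median over genes of each mouse was subtracted first. Red is higher and blue lower. BrT1, BrT2 and Br53T1 show shifts from -0.53 to 0.50, while Br53T2 stays between -0.06 and 0.34.

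Lineage markers were read in each tumor to describe its type. The summed CPM of 6 luminal markers was 512 in BrT1, 4165 in BrT2, 5916 in Br53T1 and 6650 in Br53T2, against 7313 to 13003 in luminal mice. *Cdh1* had 0 reads in BrT1, in 0 of 47 cells, where the floor of 3 cells is 6.38%. Its *Vim* level was 4080 CPM, against 306 in BrT2, 156 in Br53T1 and 212 in Br53T2. *Fn1* had 4926 CPM in BrT1 and 6200 in BrT2, but 2.90 in Br53T1 and 357 in Br53T2. The 6 mesenchymal markers summed to 9454 CPM in BrT1 and 6540 in BrT2. In BrT2, *Fn1* made up almost the whole sum. The study typed BrT1 as mesenchymal like, BrT2 as luminal like and Br53T2 as mixed. Basal markers summed to 5415 CPM in Br53T2, with 643 CPM of *Krt14* and 1754 of *Krt17*, and to 24.7 to 242 CPM in the other tumors. In Br53T2, 78.4% of cells had a *Krt17* read (exact 95% interval 64.7% to 88.7%), and 86.3% had a *Krt18* read. Of 72 marker and tumor pairs, 34 reached 100 CPM.

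**Figure D2:**
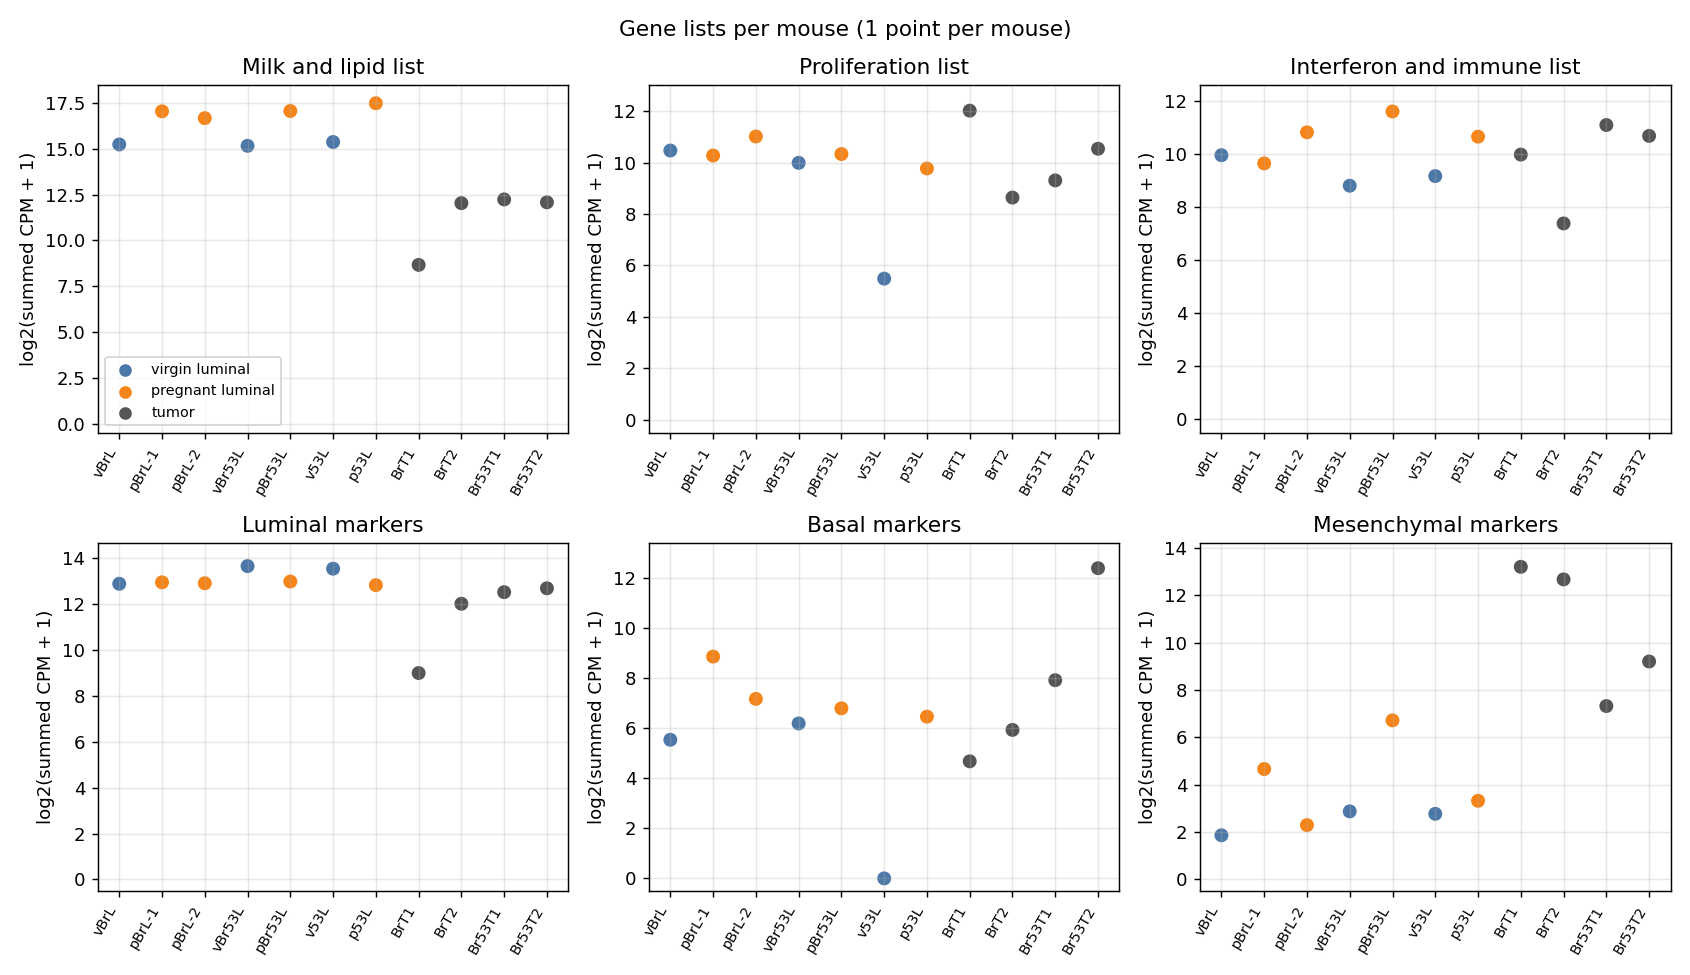
Log2 of the summed CPM plus 1 (vertical axes) for 6 gene lists in each of the 11 mice (horizontal axes); 1 point is 1 mouse, colored by virgin luminal, pregnant luminal or tumor. Every pregnant mouse lies above every virgin mouse for the milk and lipid list, and v53L is lowest for the proliferation and basal lists.

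To find genes that separate tumors from *Brca1*-deficient luminal cells, the 4 tumors were compared with 5 luminal mice. Of 12978 genes tested, edgeR called 79 at an adjusted p under 0.05, 51 higher and 28 lower in tumors, and 1788 genes had an unadjusted p under 0.05. All 79 had no overlap between the arms, as did 976 of all genes tested (7.52%), where chance gives 1.59%. DESeq2 called 808 genes, of which 77 were among the 79. The count depended on single mice: it was 11 without pBrL-1, 19 without pBr53L, 29 without pBrL-2, 44 without BrT2 and 50 without BrT1. With the virgin luminal mice alone edgeR called 0 genes, with 1278 at an unadjusted p under 0.05.

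Luminal values for the genes named next are of the 5 *Brca1*-deficient mice unless another mouse is named. Among genes higher in tumors, *Edil3* (chromosome 13, 88821472 to 89323223) had 33.6 ± 36.7 CPM (SD, n = 4) in tumors and 0 reads in the luminal arm. It was at least 5413-fold higher, taking 3 reads over the luminal group as the floor, with an edgeR adjusted p of 0.0213. *Loxl3* (chromosome 6, 83034173 to 83052562) had 63.5 ± 44.5 CPM (SD, n = 4) and 1 read in these 5 mice, a ratio of 26065 with a counting interval of 4678 to 1029570 and an edgeR adjusted p of 0.00756. *Ccdc80* (chromosome 16, 45093402 to 45128077) had 27.3 ± 28.3 CPM (SD, n = 4) and 1 read in these 5 mice, a ratio of 10676 (1916 to 421756), with an edgeR adjusted p of 0.00964. Outside this comparison, v53L had 14.8 CPM of it, above the lowest tumor (3.86). *Igf2* (chromosome 7, 142650766 to 142666816) was higher by 12.26 ± 1.82 (log2, SE), with 8.82 to 992 CPM in tumors and an edgeR adjusted p of 0.0213. *Fetub* (chromosome 16, 22918334 to 22939778) had 18.4 ± 32.6 CPM (SD, n = 4) and 1 read in these 5 mice, a ratio of 5859 (1051 to 231481). The tumors ranged from 0.209 to 67.2 CPM, so this mean and ratio rest largely on the highest tumor. The edgeR adjusted p of *Fetub* was 0.0431, and it was called in 8 of 20 alternatives.

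Among genes lower in tumors, *Glycam1* (chromosome 15, 103562759 to 103565081) changed by -16.52 ± 2.78 (log2, SE; edgeR adjusted p 0.0333) and had 5.96 to 5044 CPM in the 5 *Brca1*-deficient luminal mice. In v53L, outside this comparison, it had 0 reads, as in 3 of the tumors. *Cd36* (chromosome 5, 17781690 to 17888801) changed by -15.25 ± 2.20 (log2, SE; edgeR adjusted p 0.0177), from 843 ± 775 CPM (SD, n = 5). *Cel* (chromosome 2, 28555795 to 28563403) changed by -12.76 ± 1.10 (log2, SE; edgeR adjusted p 0.00132), from 130 ± 69.4 CPM (SD, n = 5). *Sectm1a* (chromosome 11, 121067407 to 121081220) had 22.1 ± 13.8 CPM (SD, n = 5) in luminal mice and 0 reads in tumors, at least 2265-fold lower (edgeR adjusted p 0.0226). *Tmc5* (chromosome 7, 118597297 to 118675086) had 31.3 ± 10.6 CPM (SD, n = 5) and 1 tumor read, a luminal to tumor ratio of 9087 (1631 to 358923; edgeR adjusted p 0.00132). *Cel* and *Tmc5* were each called in 19 of 20 alternatives.

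**Figure D3:**
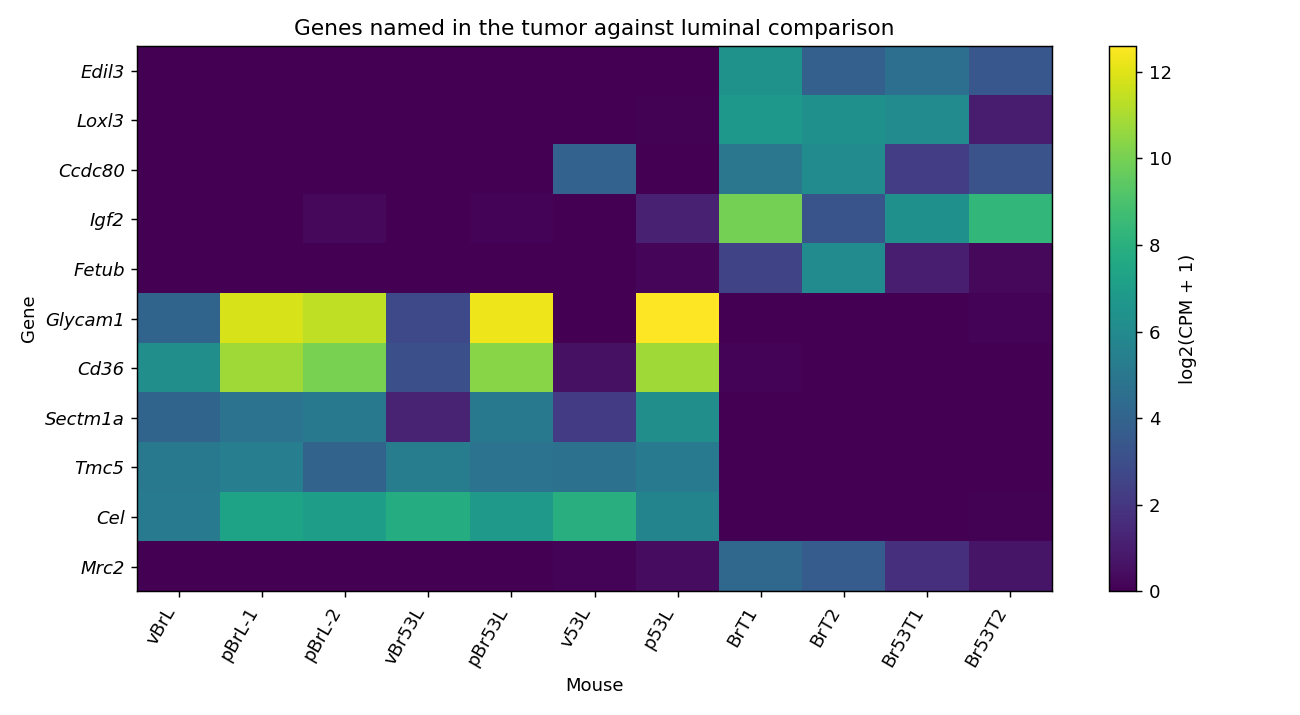
Log2(CPM + 1) of the 10 genes named for the tumor against luminal comparison, with *Mrc2*, in each of the 11 mice (horizontal axis). *Edil3* is at 0 in the *Brca1*-deficient luminal mice and *Sectm1a* at 0 in the tumors.

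The study knocked out 27 genes chosen partly from these cells, so the counts over this list are not independent evidence. Of these, 21 could be tested and 7 were called over all genes, 2 higher in tumors (*Loxl3*, *Mrc2*) and 5 lower (*Cd36*, *Chrdl2*, *Fabp3*, *Sectm1a*, *Tmc5*). Adjusted over the list alone, 20 were called, 10 in each direction. DESeq2 called 18 of the list. The count over all genes was 1 without pBrL-1, 3 without pBrL-2 or pBr53L, and 4 without BrT1, BrT2 or Br53T1. *Mrc2* (chromosome 11, 105292643 to 105351139) had 17.8 CPM in BrT1, 11.8 in BrT2, 2.26 in Br53T1 and 0.628 in Br53T2, with 2 reads in the *Brca1*-deficient luminal mice. The ratio was 1794 with a counting interval of 496 to 14820, and the edgeR adjusted p was 0.0471. It was called in 6 of 20 alternatives, whose adjusted p ranged from 7.72e-08 to 0.431. After thinning, 27.7% of BrT1 cells and 24.3% of BrT2 cells had an *Mrc2* read. *Rspo1*, also discussed in the study, had 0 reads in BrT1, BrT2 and Br53T1, 26.5 CPM in Br53T2 and 70.7 to 164 CPM in the *Brca1*-deficient luminal mice. Its change of -4.25 ± 2.06 (log2, SE) was not called (edgeR adjusted p 0.393).

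Tumors with and without the *Trp53* mutant allele were compared next. With 2 mice in each arm, edgeR called 0 genes between Br53 and Br tumors, 537 genes had an unadjusted p under 0.05, and DESeq2 called 315. Without BrT2 the count was 228 and without BrT1 it was 52. The interaction of the tumor effect with the *Trp53* genotype gave 1 call, with 752 genes at an unadjusted p under 0.05 and 412 calls by DESeq2. Without BrT2 it gave 156 calls, without BrT1 7, without Br53T1 5 and without pBr53L 0.

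Whether pregnancy changes luminal expression across genotypes was tested in 4 pregnant and 3 virgin mice. With genotype as a covariate, edgeR called 2 of 12615 genes, and 1229 had an unadjusted p under 0.05. Both were lower in pregnancy: *Fgfr2* (chromosome 7, annotated span 130162451 to 133123350) by -4.87 ± 0.41 and *Abcg1* (chromosome 17, 31057675 to 31117988) by -4.12 ± 0.35 (log2, SE; edgeR adjusted p 0.0278 for each). *Fgfr2* had 6.79 ± 8.38 CPM (SD, n = 4) in pregnant and 259 ± 314 (SD, n = 3) in virgin mice, and *Abcg1* 20.5 ± 7.32 and 422 ± 215. They were called in 8 and 9 of 16 alternatives. DESeq2 called 975 genes. The count fell to 0 without vBrL, pBrL-1, pBrL-2 or pBr53L, and was 4 without vBr53L, 3 without p53L and 2 without v53L. Neither *Fgfr2* nor *Abcg1* was among the 2 called without v53L, and only 1 of them was called without vBr53L or without p53L. With chip as a block in place of genotype it was 42, on 1 residual degree of freedom. *Lpl* (3.42 ± 0.40, edgeR adjusted p 0.0829), *Csn2* (2.22 ± 0.29, 0.0983) and *Acsl1* (2.72 ± 0.36, 0.0983) did not overlap between stages but were not called. *Prlr* had 1245 CPM in vBrL, 525 in vBr53L and 3713 in v53L, and 162 to 221 CPM in pregnant mice. Its change of -2.82 ± 0.42 (log2, SE) was not called (edgeR adjusted p 0.139).

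The milk and lipid list of 16 genes was higher in pregnancy by 1.81 on the log2 scale, at 17.07 against 15.26, and every pregnant mouse lay above every virgin mouse. The exact permutation p of 0.0286 is the smallest that 35 splits allow. Within chip SC7 the difference was 1.90 and within SC9 it was 2.12. The study had found some of these genes in the same cells. The milk protein list had 34876 to 41596 CPM in virgin and 96450 to 174195 in pregnant mice.

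Genotype contrasts among the luminal mice, with stage as a covariate, gave 0 calls by edgeR for Br53 against 53 (681 genes at an unadjusted p under 0.05, 582 calls by DESeq2). The count was also 0 for Br against 53 (660 genes, 541 by DESeq2) and for Br53 against Br (404 genes, 158 by DESeq2). Leaving out p53L gave 123 calls for Br53 against 53 and 130 for Br against 53, with v53L then the only mouse of its genotype.

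The interferon and immune list of 20 genes was compared between double mutant and *Brca1* mutant mice within each tissue. The mean difference was 1.14 (log2), 0.06 in luminal cells and 2.21 in tumors, and did not exceed other arrangements (exact permutation p = 0.283, 60 arrangements). Without vBr53L it was 1.84, with an exact permutation p of 0.0417. The summed CPM was 3127 in pBr53L and 448 in vBr53L, with 804 to 1812 in Br luminal mice, so the Br53 luminal mice lay on either side of the Br mice. It was 1012 in BrT1, 167 in BrT2, 2193 in Br53T1 and 1651 in Br53T2.

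For the proliferation list of 20 genes, no difference between tumor and luminal mice was found. The values spread widely between mice, so a shift is not excluded. The difference was 0.51 (log2; exact permutation p = 0.709, 330 splits), and it changed sign without v53L (-0.18), without BrT1 (-0.12), against the *Brca1*-deficient luminal mice alone (-0.29) and within chip SC6 (-0.48). The summed CPM was 4142 in BrT1, 398 in BrT2, 632 in Br53T1 and 1484 in Br53T2, against 43.9 in v53L and 872 to 2064 in the other luminal mice. The remaining lists were not tested. Immediate early genes summed to 2033 to 5810 CPM in luminal mice and 5253 to 7486 in tumors. The p53 target list had 2255 to 5181 CPM in luminal mice and 1322 to 3847 in tumors. Fibroblast markers summed to 6219 CPM in BrT1, 97.0 in Br53T2, 27.6 in BrT2 and 3.41 in Br53T1, and to 0.606 to 714 in luminal mice. Immune cell markers had 268 CPM in pBr53L and 0.160 to 76.1 in the other mice, endothelial markers at most 9.62 and red cell markers at most 38.5. The screened list summed to 863 to 9368 CPM over the 11 mice and the list of genes the study discussed to 6700 to 15744.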

Values the study reported

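The study reported single-cell sequencing of 165 tumor cells and 312 luminal cells. It described 9 main clusters over all of these cells.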

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

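All tests in this part were chosen after the result was seen, and the genes examined one by one were picked after their values were known. In 64 groups of values, 13 had 1 mouse whose gap to its nearest neighbor was a large part of the range. Chance gives about 5%, or 3.2 of 64, and several of the 13 measure the same thing.

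The virgin *Trp53* mutant mouse v53L stood below the other luminal mice for the proliferation list, at 5.49 against 9.77 in the next mouse (log2), a gap of 0.775 of the range. It also had 0 reads of the basal list (gap 0.625) and of *Krt14* (gap 0.774). A low yield of rare transcripts in this mouse, which had the fewest reads, was set against 10000 random lists of genes with like levels in the other luminal mice. The share that fell as far was 0 percent for the proliferation list and 0 percent for the basal list, which argues against a lower yield of low-abundance transcripts as the whole cause. Fewer cycling cells and fewer basal cells or basal RNA in this sort may explain the values and stay open. The other mouse of chip SC9, p53L, has the same genotype. It was the next lowest for the proliferation list, far above v53L, and had 6.47 for the basal list. The other virgin mice had 10.47 (vBrL) and 9.99 (vBr53L) for the proliferation list. Chip, genotype or stage may thus contribute to the low proliferation value, while the size of the gap is seen in v53L alone. Their combination and the single mouse remain untested, since v53L is the only mouse of its group.

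BrT1 stood below the other tumors for the milk and lipid list (8.66 against 12.04, gap 0.943), the milk protein list (gap 0.996), the percentage of reads in caseins (0.000439 against 0.368, gap 0.969) and *Krt18* (gap 0.852). It had 90.6 M reads, more than BrT2 and Br53T1, so a shallower library is not the cause. The loss of luminal markers in the same cells is consistent with a mesenchymal state, which the study assigned to this tumor, but with 1 mouse on a chip of its own the chip stays open as well. Casein reads in the other tumors from carried-over RNA would also set BrT1 apart. In BrT2 and Br53T1, *Csn2* was so low against *Csn3* that luminal RNA, at the lowest *Csn2* to *Csn3* ratio of any luminal mouse, could bring at most 1.59% of the *Csn3* level, so carry-over is unlikely to be the source of *Csn3* there. The test for Br53T2 is described with the other observations.

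Several gaps lie near 0. In *Cd36* the gap was 1 because 7 reads in BrT1 were the only ones in tumors, and in *Tmc5* it was 1 because of 1 read in Br53T2. *Mrc2* in p53L (gap 0.747), with 0.327 CPM, and *Loxl3* in p53L (gap 0.864), with 3 reads, were the highest of luminal mice. Red cell genes in Br53T2 (gap 0.890) summed to 2.10 CPM. Such values are too small to weigh. *Loxl3* was low in Br53T2 (0.936 CPM, gap 0.892) against at least 67.7 CPM in the other tumors. No explanation was tested for it. Br53T2 was also the tumor with the smallest chromosome shift.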

How the results depend on the processing

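The alternatives were planned, except scaling by library size alone, which was chosen after seeing the data. Where a value changed and no reason is given, the cause was not tested. Replicate numbers do not pair mice across the groups. Chips SC7 and SC9 each held 1 virgin and 1 pregnant mouse, and chip was used as a block for pregnancy.

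For tumor against luminal, the 79 calls became 81 with RLE factors and 78 with cells of at least 2000 genes. They became 808 with DESeq2, 352 with mean CPM and limma, 213 with all 7 luminal mice, 129 without the low-count filter, 124 with library size alone, 44 with pregnant luminal mice only, 40 with 30 cells per mouse and 0 with virgin luminal mice only. The *Trp53* covariate gave 56. Of the 79 genes, 77 were called by DESeq2, 73 by limma and 33 with 30 cells. All 79 kept their sign wherever they were tested. Library size alone called 75.8% of genes higher in tumors against 64.6% with TMM, and the median change of all genes was 0.20 against 0.06. Calls lower in tumors rose as well, from 28 to 30. Leaving out a mouse gave 11 (without pBrL-1) to 94 (without Br53T2).

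For pregnancy, the 2 calls became 975 with DESeq2, 366 without the filter, 42 with chip as a block, 40 with limma, 17 without the genotype covariate and 0 with 30 cells. Leaving out a mouse gave 0 to 4. For Br53 against 53, Br against 53 and Br53 against Br, the 0 calls became 582, 541 and 158 with DESeq2 and 80, 80 and 30 without the filter. Leaving out a mouse gave 0 to 123, 0 to 130 and 0 to 1. For Br53 against Br tumors they became 315 and 295, and 0 to 228 when a mouse was left out. The interaction's 1 call became 412 and 281, and 0 (without pBr53L) to 156 (without BrT2). RLE factors, library size, the gene minimum and 30 cells left these 5 counts as they were, and so did limma. Where leaving out a mouse leaves 1 in an arm, that mouse is assumed to vary like the others.

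Of the screened list, the 7 calls became 18 with DESeq2, 14 with limma, 13 without the filter, 12 with all luminal mice and 0 with virgin mice only, and 1 to 7 when a mouse was left out. Adjusted over the list alone, the count of 20 stayed between 18 and 25 in every alternative. For 34 single genes, 495 of 643 values under the alternatives kept both direction and call, 92 lost the call, 56 gained it and 0 changed direction.

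The chromosome shift stayed past its threshold in all 4 alternatives and 11 fits without a mouse. The correlation between mice stayed lower in tumors in every alternative, from -0.129 with genes of at least 10 CPM (exact permutation p = 0.0758) to -0.0470 without BrT1. Leaving out a mouse gave -0.0941 (without v53L, where it passed the threshold) to -0.0470. The stage against genotype correlation stayed positive and never passed it. The proliferation difference was reversed against the *Brca1*-deficient luminal mice (-0.29), without v53L (-0.18) and without BrT1 (-0.12), and reached 1.00 without another mouse. The milk and lipid difference was 1.67 to 1.94 without a mouse, with exact permutation p-values of 0.0667 to 0.1 that are the smallest such designs allow. The interferon difference was 0.44 to 1.84.

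Clusters numbered 7 to 9. The index with mouse was 0.362 at resolution 0.4, 0.433 at resolution 1.0, 0.444 with 1000 and 0.352 with 4000 variable genes, 0.373 with 20 components and 0.424 with the gene minimum. Marker and tumor pairs with a read in over 50% of cells numbered 30 after thinning and 38 without it. Leaving out mitochondrial genes was planned and not run, since the table held 0 of them. Depth limits low genes most: 1 cell had under 2000 detected genes, and 3 reads in a mouse correspond to 0.0259 CPM in pBrL-1 and 0.0744 CPM in v53L.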

Other observations

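The tests of the shared chip, of DESeq2 on other splits and of chromosome medians were set before their results were seen. The other tests here, with the hormone-sensing and MHC class II lists and the level of 1000 CPM for *Prlr*, were chosen after the values had been seen, and so were the limits by which each test was judged.

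For tumor against luminal, the real split was the only 1 of 60 splits of the mice with as many calls, and the highest other count was 4, so chance can be excluded for the count. For pregnancy, 3 of 34 splits gave as many as 2 calls, so chance cannot be excluded. Without the 2 mice of chip SC6, 27 genes were called between tumors and luminal mice, and 23 of them (85.2%, exact 95% interval 66.3% to 95.8%) kept their direction between Br53T2 and pBrL-2 on that chip. Over all 13040 genes tested, 57.8% did. Chips that carried only tumor or only luminal cells are thus unlikely to be the source of most of these calls.

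DESeq2 called 808 genes for tumor against luminal and a median of 13 (9 to 27) over 10 splits that mixed 2 tumors into each arm. These splits carry the tumor effect as spread, which lowers their counts. They therefore cannot show how many calls few mice would produce by themselves. For pregnancy it called 975 genes, but a median of 403 (96 to 515) over 10 other splits. Many of those 975 calls may therefore rest on differences between single mice, and the 2 parts cannot be told apart with 7 mice.

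The chromosome shift in tumors held when the median over genes replaced the mean, at 0.248 against 0.0576 (exact permutation p = 0.00606, 330 splits), which argues against a few strongly changed genes per chromosome. It also held after dividing by the value for shuffled gene positions, at 3.80 against 1.38 (exact permutation p = 0.00606), against larger gene-to-gene differences as the whole cause. Copy number changes are a candidate explanation. Both checks kept the luminal mice as the reference, so their p-values do not separate copy number from other differences between the tissues. Br53T2 had a ratio of 1.97, under the 2.31 of vBrL, so neither tissue forms a uniform group. The virgin *Brca1* mutant luminal cells, on a chip (SC10) that held no other mouse, may deserve a closer look for that reason. The study had inferred copy number in each cell and reported changes in a few luminal cells, mainly on chromosomes 10, 11 and 12. In vBrL here, the largest shifts were 0.28 on chromosome 14 and 0.27 on chromosome 3. Chromosomes 10, 11 and 12 had 0.002, -0.12 and 0.02.

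*Prlr* was read in 65.8% to 82.5% of cells in every luminal mouse, while high levels were confined to part of the cells. Above 1000 CPM were 25 of 40 cells in v53L, 10 of 35 in vBrL and 6 of 39 in vBr53L, 0 to 1 cell in each pregnant mouse and 18 of 51 in Br53T2. Between 500 and 2000 CPM lay 6 cells in v53L, 5 in vBrL, 5 in vBr53L, 4 to 7 in each pregnant mouse and 11 in Br53T2. Outside v53L these cells are many against those above 1000 CPM, so the counts there may depend on that level. In v53L, 60% of cells had an *Esr1* read (exact 95% interval 43.3% to 75.1%), against 31.4% in vBrL and 43.6% in vBr53L, and 6 of 9 hormone-sensing genes were highest there. A larger share of hormone-sensing cells is a candidate explanation for the high *Prlr* of v53L. Whether it is the whole cause against vBr53L stays open. Cells with an *Esr1* read had a median of 103 CPM of *Prlr* there, against 5397 in v53L and 3837 in vBrL, but the same cells had a median of only 19.9 CPM of *Esr1*, against 521 in v53L, so a read of *Esr1* may not mark the same cells in both mice. *Brca1* mutant virgin cells thus reached high *Prlr* levels in vBrL. Genotype, chip and mouse remain open.

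In pBr53L, 41 of 53 cells (77.4%) had a *Cd74* read and the 4 MHC class II genes summed to 1551 CPM. At full depth, 6 of the 53 cells had a read of *Ptprc*, *Tyrobp* or *Lyz2*, and these 6 gave 45.3% of the reads of the 4 genes, a part that immune cells may have brought. The other 47 cells still had 942 CPM, against at most 49.2 CPM in such cells of the other luminal mice, which argues against immune cells in the sort as the whole cause. In vBrL the list had 1029 CPM, but 2 cells with a read of the 3 immune genes gave 98.4% of it. An interferon response of luminal cells may be involved, yet the vBr53L mouse had only 10.9 CPM. For the interferon and immune list, the luminal Br53 minus Br difference became -1.34 without pBr53L and 1.46 without vBr53L, so the direction depends on which mouse is used. These 2 mice also differ in stage, and the list was higher in p53L (10.66) than in v53L (9.17), so single mouse, stage and genotype all may contribute and are not separated.

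*Dcn*, a fibroblast marker, had 711 CPM in vBrL, 579 in vBr53L and 176 in v53L, and at most 25.4 in pregnant mice. *Col1a1* and *Col1a2* together reached at most 0.0744 CPM in the virgin mice, where the BrT1 ratio would give at least 19.7. Fibroblasts in the sort with the collagen levels of BrT1 are therefore unlikely. Of the 6 fibroblast markers, *Dcn* made up almost the whole sum in these mice.

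Br53T2 shared its chip with pBrL-2 and had caseins at 1.59% to 12.3% of the pBrL-2 level. *Cd36*, *Wap* and *Fabp3*, also abundant in pBrL-2, reached at most 0.151% of it, so carry-over from the luminal cells is unlikely to explain the caseins. *Trp53* in BrT1, a tumor without a targeted *Trp53* allele, was lower than the luminal mean by 5.33 on the log2 scale. Among 733 genes of like luminal level, 4.37% were as low, while their median was -0.26. *Trp53*, with a luminal mean of 243 CPM, was thus near the low end of such genes, most of which did not fall as far. Whether a lower yield of transcripts at this level could account for it stays open.

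*Rspo1*, a gene the study discussed, had lower CPM in each tumor here than in any *Brca1*-deficient luminal mouse. That comparison covers these cells only, and no explanation was tested.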
